# Comparative Transcriptome Profiling of the Maize Primary, Crown and Seminal Root in Response to Salinity Stress

**DOI:** 10.1371/journal.pone.0121222

**Published:** 2015-03-24

**Authors:** Maolin Zhang, Xiangpei Kong, Xiangbo Xu, Cuiling Li, Huiyu Tian, Zhaojun Ding

## Abstract

Soil salinity is a major constraint to crop growth and yield. The primary and lateral roots of *Arabidopsis thaliana* are known to respond differentially to a number of environmental stresses, including salinity. Although the maize root system as a whole is known to be sensitive to salinity, whether or not different structural root systems show differential growth responses to salinity stress has not yet been investigated. The maize primary root (PR) was more tolerant of salinity stress than either the crown root (CR) or the seminal root (SR). To understand the molecular mechanism of these differential growth responses, RNA-Seq analysis was conducted on cDNA prepared from the PR, CR and SR of plants either non-stressed or exposed to 100 mM NaCl for 24 h. A set of 444 genes were shown to be regulated by salinity stress, and the transcription pattern of a number of genes associated with the plant salinity stress response differed markedly between the various types of root. The pattern of transcription of the salinity-regulated genes was shown to be very diverse in the various root types. The differential transcription of these genes such as transcription factors, and the accumulation of compatible solutes such as soluble sugars probably underlie the differential growth responses to salinity stress of the three types of roots in maize.

## Introduction

Plants are exposed to various environmental stresses during their life cycle, and soil salinity is one of the leading constraints to plant growth and productivity. Salinity stress involves a combination of both ionic and osmotic stress, and these induce a range of conditions, including membrane dysfunction, metabolic disorder and oxidative stress [1–3]. Transgenic experiments have shown that the constitutive expression of certain signaling pathway genes (in particular those encoding certain protein kinases and transcription factors) can have a positive effect on tolerance [4–8]. Salinity-regulated transcription factors (TFs) control the expression of a wide range of genes, and one of the most important pathways involved is the SOS (*Salt Overly Sensitive*) signaling pathway, which is activated by cytoplasmic Ca^2+^ and has a major regulatory role over ion homeostasis [9–11].

Salinity stress inhibits the growth of the *Arabidopsis thaliana* primary root by suppressing cell division and elongation. It has been claimed that it also induces agravitropic primary root (PR) growth by its effect on the auxin efflux carrier PIN2 [12, 13]. The effect of salinity stress on the lateral root (LR) is less straight forward. Osmotic stress, as induced by salinity, inhibits LR emergence, although this can be rescued by the administration of exogenous auxin [14, 15]. Zhao et al. have shown that mild ionic stress stimulates both the initiation and emergence of LR, and that LR emergence in the loss-of-function *sos1*, *2* and *3* mutants is reduced in response to ionic, but not to osmotic stress [16]. Salinity has a major effect on root growth and development, but most relevant studies have focused on the root as a whole, even though the suspicion is that different roots from the same plant may respond differentially to the same environmental stress. Duan et al. have shown that LR growth is more strongly suppressed by salinity than is that of the PR, and that this difference is associated with ABA signaling [17, 18]. The two types of root also have a different gravitropic response, mediated by the effect of PIN on the redistribution of auxin [19, 20]. According to Vidal et al. [21], the microRNA miR393, which is inducibled by nitrate, affects only LR growth. All these investigations suggest that the differential growth dynamics between primary and lateral roots in *Arabidopsi*s are crucial for plants to adapt to the ever-changing environmental conditions.

*A*. *thaliana* forms a taproot, comprising of a single embryonically initiated PR and post-embryonically initiated LRs, but maize has a typical fibrous root system comprising of more or less the same size of embryonically and post-embryonically initiated branch roots [22, 23]. In maize, the embryonically initiated roots consist of the PR and a variable number of seminal roots (SRs), which plays important roles during the early stages of plant development. The post-embryonically initiated roots are represented by a combination of LR and shoot-borne roots initiated from stem nodes; those which emerge above the surface are referred to as brace roots, and those which emerge below the surface are known as crown roots (CR). The post-embryonic root system is important for the physiology of the mature plant.

Till now, genetic studies have identified and characterized several specific root mutants in maize. The mutant *rtcs* forms no shoot-borne roots and the embryonic seminal roots and is a consequence of the loss-of-function of *RTCS*, which encodes a LATERAL ORGAN BOUNDARIES domain (LBD) protein [24, 25]. The LR mutant *rum1* is largely unable to initiate either SR or LR from the PR, and the mutated gene *RUM1* encodes a truncated *ZmIAA10* sequence, which interacts directly with the auxin response factors ZmARF25 and ZmARF34 [26].

Here, the growth response of the various types of the maize root system to salinity stress was characterized, and the molecular basis of the differential growth responses in response to salinity stress between PR, SR and CR was investigated by physiological analysis and transcriptome comparisons.

## Material and Methods

### Plant materials and salinity treatment

In the beginning, maize (*Zea mays* L cv. Chang 7–2) seeds were rolled into soggy filter papers for several days before primary roots (PR) elongated up to about 3 cm, and then the seedlings were grown for two weeks in 1/2 Hoagland’s solution (0.51 g/L KNO_3_, 0.82 g/L Ca(NO_3_)_2_, 0.49 g/L MgSO_4_·7H_2_O, 0.136 g/L KH_2_PO_4_, 0.6 ml/L FeSO_4_, 2.86 mg/L H_3_BO_3_, 1.81 mg/L MnCl_2_·4H_2_O, 0.08 mg/L CuSO_4_·5H_2_O, 0.22 mg/L ZnSO_4_·7H_2_O, 0.09 mg/L H_2_MoO_4_·4H_2_O) (pH 6.0) in a growth chamber held at 28°C/25°C (day/night) and a relative humidity of 60% under a 16 h photoperiod provided by 100 μmol m^-2^ s^-1^ of photosynthetically active radiation. The culture solution was renewed every two days. Early developmental stage of primary root (PR) (3 days after germination), early developmental stage of seminal root (SR) (7 days after germination), and early developmental stage of crown root (CR) (15 days after germination) with lengths of approximately 6 to 10 cm were selected for the experiments.

For salt treatment, 40 roots from 40 individual seedlings with lengths of approximately 6 to 10 cm for each root type were transferred to Hoagland’s solution containing either 0 or 100 mM NaCl for 24 h or 72 h, the root length was measured before and after the NaCl treatment. Each root type was analyzed in triplicate.

For RNA sequencing, PR, SR and CR with lengths of approximately 6 to 10 cm were exposed for 24 h to the same Hoagland’s solution containing either 0 or 100 mM NaCl. About 10–15 roots from 10–15 individual seedlings with lengths of 1 cm from root tip for each root type were chosen for this experiment. The harvested tissues were immediately frozen in liquid nitrogen and stored at -80°C.

### cDNA library preparation and sequencing

Library construction and sequencing were performed according to the method described previously [27]. Total RNA was extracted from the root samples using the TRIzol reagent (Invitrogen, Carlsbad, CA, USA). The cDNA first strand was generated using reverse transcriptase and random primers. The resulting cDNA libraries were sequenced using an Illumina HiSeq 2000 platform at the Beijing Genomics Institute (Shenzhen, China). Sequencing data is available in the GEO Gene Expression Omnibus (GEO) database under accession number GSE53995.

### Assessment of differential gene transcription

Raw reads were filtered to remove low quality reads, according to the following procedure: 1) Remove reads with adaptor sequences. 2) Remove reads in which the percentage of unknown bases (N) is greater than 10%. 3) Remove low quality reads. If the percentage of the low quality base (base with quality value ≤ 5) is greater than 50% in a read, we define this read as low quality. The resulting set of reads was aligned with the maize cv. B73 RefGen_V2 genomic DNA sequence using SOAP 2.21 software, and related to known genes by a BLAST (BLAST 2.2.23) analysis (http://blast.ncbi.nlm.nih.gov/Blast.cgi). Transcript abundance was calculated using the RPKM method (reads per kb per million reads) [28] and the formula is shown as follows:

$$RPKM=\frac{10^{6}C}{NL/10^{3}}$$

where C is number of reads that uniquely aligned to gene X, N is total number of reads that uniquely aligned to all genes, and L is number of bases of gene X.

The assignment of differential transcription relied on the probability (*p*) value and the false discovery rate (FDR) [29]. The former corresponds to a differential gene transcription test, while the latter is used to determine the threshold *p*-value. The thresholds applied were FDR ≤ 0.001 and the absolute value of log_2_ (treatment/control) ≥ 1 [30].

All *p*-values were determined according to the following formula:

p(y|x)=(N2N1)y(x+y)!x!y!(1+N2N1)(x+y+1)

N_1_ and N_2_ denotes the total number of clean tags in two compared libraries, respectively, while x and y represents the clean tags mapping to gene X.

Functional classification of differentially transcribed genes (DTGs) exploited the GO (Gene Ontology) (http://www.geneontology.org/) and KEGG (Kyoto Encyclopedia of Genes and Genomes) (http://www.genome.jp/kegg/) databases. For GO analysis, annotating the results that from BLAST (-p blastx-e 1e-5-m 7) sequences to Nr database of NCBI to the terms of GO by use BLAST2GO (default parameters), and the calculated p-value goes through Bonferroni Correction, taking corrected p-value ≤ 0.05 as a threshold. GO terms fulfilling this condition are defined as significantly enriched GO terms in DTGs. For KEGG analysis, annotate to the KEGG database by BLAST (-p blastx-e 1e-5-m 8).

### Cluster analysis

Sets of genes showing a similar pattern of transcription were assumed to imply that they were functionally correlated. Transcription patterns were clustered using Cluster 3.0 [31] with Euclidean distances and the hierarchical cluster method of complete linkage clustering and Java Treeview software [32].

### Validation of DTG status using real-time RT-PCR

RNA extraction and first strand cDNAs Synthesis were carried out as described above. qRT-PCRs were performed using the Bio-Rad Real-time PCR Detection System (Bio-Rad, USA) based on the FastStart Universal SYBR Green Master mix (Roche, Basel, Switzerland), following the manufacturer’s instructions. Each 20 μl PCR contained 10 μl 2 × real-time SYBR Green I PCR Mix, 0.4 μl of each primer (sequences given in S1 Dataset) and an appropriate quantity of cDNA. The temperature cycling regime began with a pre-denaturation step (95°C / 30 s), followed by 45 cycles of 95°C / 15 s, 55°C / 10 s and 72°C / 10 s. We selected *Zm18S rRNA*, *ZmActin* and *ZmUBQ* housekeeping genes as a control to evaluate expression levels of selected genes. Three biological replicates were collected for each root type, and relative transcript abundance was calculated using the delta-delta Ct method [33].

### Measurement of soluble sugar content

Soluble sugar was measured according to Kong et al. [4]. In brief, to measure the soluble sugar content, frozen root material (0.3 g) was extracted with 10 mL H_2_O at 100°C for 10 min. The extracts were filtered and analyzed for soluble sugar content using the anthrone—sulphuric acid method. Briefly, 1 mL of the extract was mixed with 1 mL of H_2_O, 0.5 mL of anthrone reagent (1 g anthrone and 50 mL ethyl acetate) and 5 mL oil of vitriol, and then heated at 100°C for 1 min. After cooling, the mix was analysed by using UV spectrophotometry at 620 nm.

## Results and Discussion

### Differential growth of maize roots in response to salinity stress

Salinity stress is well known to inhibit root growth. The *A*. *thaliana* PR is less sensitive to salinity than the LR [18, 34]. Although the maize root as a whole is also sensitive [35], whether PR, SR and CR have similar or differential growth response to salinity stress is still unknown. When exposed to 100 mM NaCl for 24 h, the growth of the maize PR was less inhibited (1% reduction) than either the CR (70%) or the SR (60%) (Fig. 1A). Similar results were observed in the samples treated with 100 mM NaCl for 72 h (Fig. 1B,C). The assumption is that such a large difference must reflect distinct patterns of transcription, and therefore the differential metabolites in each root type.

**Fig 1:**
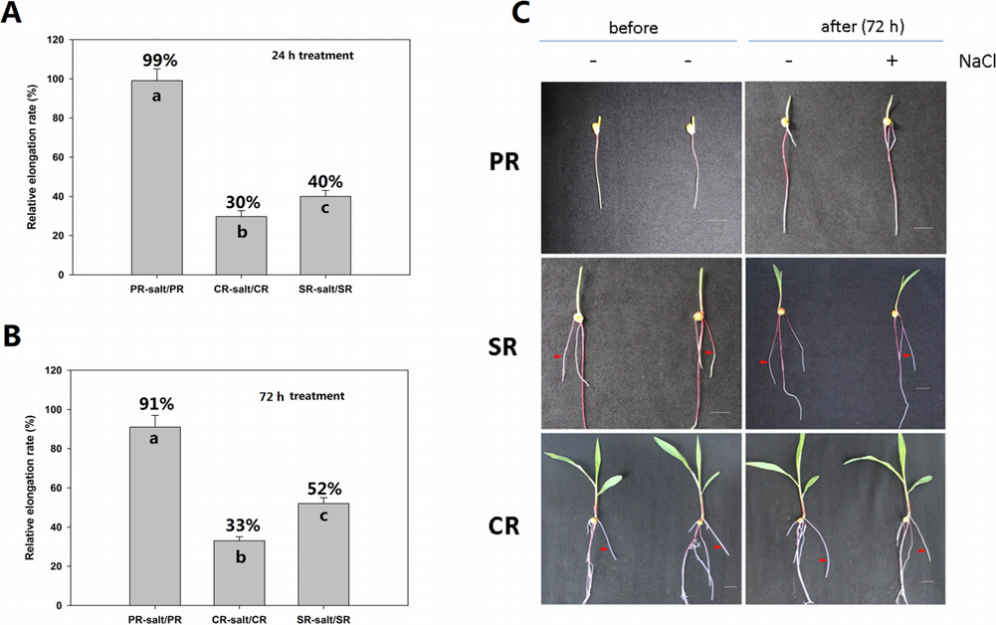
Sensitivity of the three types of maize roots to the salt treatment. (A) and (B) The relative elongation rate of the three types of maize roots after 24 h and 72 h exposure in 100 mM NaCl. Different letters represent significant difference at *p*< 0.05 (Duncan’s multiple range test; data are represented as mean ± SEs; three biological repeats). (C) The root morphology of PR, SR, CR with lengths of approximately 6 to 10 cm treated with 0 and 100 mM NaCl for72 h. Experiments were repeated three times with similar results. Bar = 2.0 cm.

### RNA-Seq analysis

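RNA was taken from the tips (1 cm) of PR, CR and SR of maize seedlings that were exposed to 100 mM NaCl or to no NaCl for 24 h, and each library held the RNA of 10 to 15 roots. The PR were treated 3 days, the SR 7 days and the CR 15 days after germination, so root type and plant age changed together. The root length at treatment is given as 6 to 10 cm in the paper and as 5 to 8 cm in the treatment text of the sample labels. The sample labels mention 3 biological replicates per root type, but there was 1 library per condition, 6 in all, and no value has a replicate error. The authors removed low quality reads, aligned the rest to the B73 reference genome with SOAP, related them to known genes with BLAST, and deposited for each transcript the number of uniquely aligned reads and the RPKM, which divides the reads by the transcript length and by the uniquely aligned reads of the library. The table lists 48312 transcripts of 43006 genes. The median library had 2549512 reads counted on transcripts. The paper's Table 1 gives larger totals of clean reads, from 8153263 in CR-salt to 8664028 in PR-salt, and the values reported with the results use the smaller, uniquely counted reads. Between 35434 and 36112 transcripts had at least 1 read in a library, and 17578 to 17879 of them had fewer than 10 reads. The salt-treated and untreated libraries of each root type were compared with the paper's test on the reads of 2 libraries (Audic and Claverie), with thresholds of FDR at most 0.001 and an absolute log2 ratio of at least 1. An RPKM of 0 was replaced by 0.01. Such a test covers counting error only, and it compares the libraries, not the conditions. Intervals of log2 ratios are exact 95% intervals (Clopper-Pearson) of the reads.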

Across the six RNA libraries (PR, PR-salt, CR, CR-salt, SR and SR-salt), once the low quality reads had been removed, over 5 x 10^7^ reads, representing 2.5 x 10^9^ nt, were acquired (Table 1). A high proportion of the reads were readily mapped to the maize reference genome sequence: 79.89% from PR, 78.87% from PR-salt, 77.80% from CR, 79.18% from CR-salt, 78.16% from SR, and 77.38% from SR-salt. A BLAST analysis assigned around two thirds of these sequences (respectively 66.12%, 66.52%, 65.47%, 67.04%, 64.85% and 64.84%) to known genes (Table 1).

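The uniquely counted reads made up 46.2% to 46.7% of the reads that the paper's Table 1 lists as mapped to genes, and 30.1% to 31.1% of its clean reads. The 10 transcripts with the most reads took 3.67% of the counted reads in PR, 2.67% in PR-salt, 3.16% in CR, 2.57% in CR-salt, 2.84% in SR and 2.58% in SR-salt. A transcript of 1 kb with a single read had an RPKM of 0.375 in the deepest library and 0.401 in the shallowest.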

**Table 1:** Summary of mapping result.

Sample ID	PR	PR-salt	CR	CR-salt	SR	SR-salt
**Total Reads**	8,278,219 (100.00%)	8,664,028 (100.00%)	8,641,655 (100.00%)	8,153,263 (100.00%)	8,265,737 (100.00%)	8,450,243 (100.00%)
**Total BasePairs**	405,632,731 (100.00%)	424,537,372 (100.00%)	423,441,095 (100.00%)	399,509,887 (100.00%)	405,021,113 (100.00%)	414,061,907 (100.00%)
**Total Mapped Reads (mapping to reference genes)**	5,473,192 (66.12%)	5,763,743 (66.52%)	5,658,068 (65.47%)	5,465,636 (67.04%)	5,360,742 (64.85%)	5,479,102 (64.84%)
**Total Unmapped Reads (mapping to reference genes)**	2,805,027 (33.88%)	2,900,285 (33.48%)	2,983,587 (34.53%)	2,687,627 (32.96%)	2,904,995 (35.15%)	2,971,141 (35.16%)
**Total Mapped Reads (mapping to reference genome)**	6,613,863 (79.89%)	6,833,217 (78.87%)	6,723,444 (77.80%)	6,455,367 (79.18%)	6,460,751 (78.16%)	6,539,064 (77.38%)
**Total Unmapped Reads (mapping to reference genome)**	1,664,356 (20.11%)	1,830,811 (21.13%)	1,918,211 (22.20%)	1,697,896 (20.82%)	1,804,986 (21.84%)	1,911,179 (22.62%)

### Identification of DTGs in the salinity stressed maize roots

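In the 3 comparisons of a salt-treated library with its untreated library, 444 transcripts of 443 genes passed both thresholds in at least 1 root type. Of these, 9 passed in all root types, 37 in CR and SR only, 12 in PR and SR only, and 8 in PR and CR only. The choice that moved the number by the largest factor was the size of the variation allowed between libraries. With an edgeR exact test that assumes a biological coefficient of variation (BCV, the relative spread between replicate plants) of 0.2, 46 transcripts passed. With an FDR of at most 0.05 in the paper's test, 893 passed.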

A total of 444 genes proved to be regulated by salinity stress (Fig. 2A, S2 Dataset). Of these, 212 (13 up- and 199 down-regulated) were identified in the PR under NaCl treatment, whereas 183 genes were specifically regulated in PR after salinity stress (Fig. 2C). 

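Of the 40841 transcripts with at least 1 read in PR or PR-salt, 212 passed, 13 with a higher and 199 with a lower RPKM under salt. All 212 are the transcripts listed for PR in the paper's S2 Dataset, from which the tail and the library totals of the test were inferred. The 183 transcripts called in PR alone comprised 10 up-regulated and 173 down-regulated ones. The median DTG had 157 reads in the 2 libraries together and the lowest had 17. There were 10 DTGs without a read in one of the libraries. Among DTGs with reads in both libraries, the largest falls were those of a high-affinity nitrate transporter (GRMZM2G010251), of GRMZM2G127379 and of GRMZM2G457287, which fell from 375 to 6 reads, a log2 ratio of -6.02 with an interval of -7.48 to -4.89. The largest rise was that of GRMZM2G028306, annotated as a (S)-beta-macrocarpene synthase, from 31 to 219 reads, a log2 ratio of 2.76 (interval 2.22 to 3.35). The next were GRMZM2G327042, from 7 to 40 reads, and GRMZM2G127087, from 8 to 40 reads.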

Next, we compared the DTGs between CR with and without NaCl treatment; 148 genes showed differential transcription in CR under NaCl treatment, of which 54 showed up-regulated and 94 showed down-regulated (Fig. 2C). In addition, 94 genes were specifically regulated in CR after salinity stress. 

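Of the 40132 transcripts with a read in CR or CR-salt, 148 passed, the same transcripts as in the sheet for CR of the S2 Dataset. The median CR DTG had 179.5 reads in the pair of libraries and the lowest had 33. The largest fall was that of GRMZM2G153488, from 82 reads to 1, which is at least 26.5-fold lower when the salt-treated library is set at 3 reads. AC198414.2_FGT001 fell from 44 to 2 reads and GRMZM2G018716, annotated as a beta-fructofuranosidase, from 49 to 3 reads. The largest rise was that of GRMZM2G400929, from 4 to 38 reads, a log2 ratio of 3.29 (interval 1.82 to 5.24). GRMZM2G138589 rose from 6 to 38 reads and GRMZM2G481362 from 8 to 50 reads.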

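The 94 transcripts called in CR alone were 44 up-regulated and 50 down-regulated ones. A call in CR alone means that the same thresholds were not passed in PR and SR. Of the CR DTGs with more than 6 reads in the SR pair, 127 of 148 moved in the same direction in SR, and of those with more than 6 reads in the PR pair, 92 of 144 did so in PR.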

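Of the 40528 transcripts with a read in SR or SR-salt, 159 passed in the comparison of SR with and without NaCl treatment, and all are in the S2 Dataset. The median SR DTG had 172 reads in the pair and the lowest had 26. The largest fall was that of AC197705.4_FGT001, annotated as a pyruvate decarboxylase, from 160 to 15 reads, a log2 ratio of -3.44 (interval -4.31 to -2.68). GRMZM5G885362 fell from 31 to 3 reads and GRMZM2G059836 from 37 to 4 reads. GRMZM2G136364 rose from 2 to 24 reads, which is at least 7.85-fold against 3 reads, and it did not pass with Fisher's exact test. GRMZM2G055545 rose from 7 to 64 reads and GRMZM2G105935 from 8 to 71 reads. The 101 transcripts called in SR alone were 21 up-regulated and 80 down-regulated ones.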

A total of 33 up-regulated genes and 126 down-regulated genes were found in SR after NaCl treatment (Fig. 2C), whereas 101 genes were specifically regulated in SR after salinity stress. After cluster analyses, as shown in Fig. 2B, PR showed distinct transcription profiles of DTGs compared with SR and CR, which had similar transcription profiles of DTGs after salinity stress. 

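The log2 ratios of salt-treated to untreated libraries were compared between root types across the DTGs of either root type that had reads in all 4 libraries. Across 261 transcripts, Pearson's r between CR and SR was 0.56 (95% bootstrap interval 0.47 to 0.64, Spearman's rho 0.48), and 222 of them moved in the same direction. Between PR and CR, r was 0.13 (interval 0.01 to 0.25, rho 0.08) across 316 transcripts, of which 207 moved in the same direction. Between PR and SR, r was -0.14 (interval -0.29 to 0.00426, which includes 0, rho -0.27) across 325 transcripts, of which 215 moved in the same direction. These correlations are across transcripts, which are not independent replicates. Across all transcripts with at least 50 reads in each pair of libraries, r was 0.38 between CR and SR, 0.20 between PR and CR and 0.19 between PR and SR. All 46 transcripts called in both CR and SR moved in one direction, against 14 of 17 called in both PR and CR and 16 of 21 called in both PR and SR.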

In conclusion, PR showed the largest total and specifically regulated DTGs after salinity stress (S2 Dataset). Furthermore, a relatively larger portion of DTGs were down-regulated in PR (93.9%) than in CR (63.5%) and SR (79.2%) after salinity stress (Fig. 2C). These results suggested that the differential transcription trends of the DTGs in PR, CR, and SR may contribute to the regulatory mechanism of salinity sensitivity in different roots (S3 Dataset).

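PR had the most DTGs and the most DTGs called in a single root type under each of the 13 alternatives for the calls. With an FDR of at most 0.05 the DTGs numbered 373 in PR, 312 in CR and 334 in SR. With an assumed BCV of 0.1 they numbered 137, 65 and 59. Without the ratio threshold, the transcripts that passed the FDR threshold numbered 467 in PR, 465 in CR and 487 in SR. Without replicate libraries the difference between these numbers was not tested.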

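The share of DTGs with a lower RPKM under salt was 93.9% in PR, with a 95% Wilson interval of 89.8% to 96.4%. It was 63.5% in CR (55.5% to 70.8%) and 79.2% in SR (72.3% to 84.8%). These intervals treat transcripts as independent and describe these libraries only. The share was highest in PR under 12 of the 13 alternatives. With a BCV of 0.2 all 4 DTGs left in CR and all 3 left in SR were lower under salt. The 199 down-regulated PR transcripts had a median log2(RPKM + 0.1) of 5.44 in PR and of 3.49 in PR-salt, beside 3.48 in CR, 3.24 in CR-salt, 3.57 in SR and 3.45 in SR-salt. The 94 down-regulated CR transcripts had medians of 5.88 in PR, 5.98 in CR and 6.12 in SR, and of 5.11 in PR-salt, 4.21 in CR-salt and 5.03 in SR-salt.

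**Figure D1:**
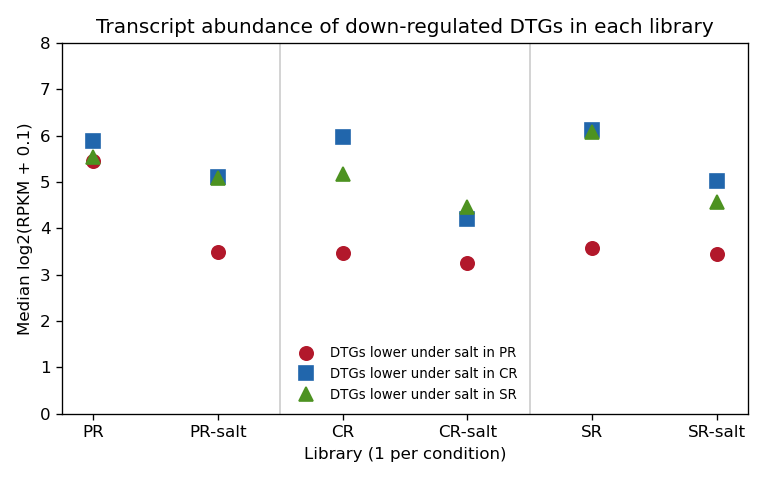
Median log2(RPKM + 0.1) of the down-regulated DTGs of each root type (vertical axis) in each of the 6 libraries (horizontal axis), with 1 point per set of DTGs and library and no error bar because there was 1 library per condition. The circles for the PR transcripts stand at 5.44 in PR and between 3.24 and 3.57 in the other 5 libraries.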

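The paper compares the number of DTGs, their overlap and their direction between the root types (Fig. 2). From the distinct profile of PR beside the similar ones of CR and SR, and from the larger number and larger down-regulated share in PR, it proposes that these transcription trends may contribute to the regulation of salt sensitivity in the different roots.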

**Fig 2:**
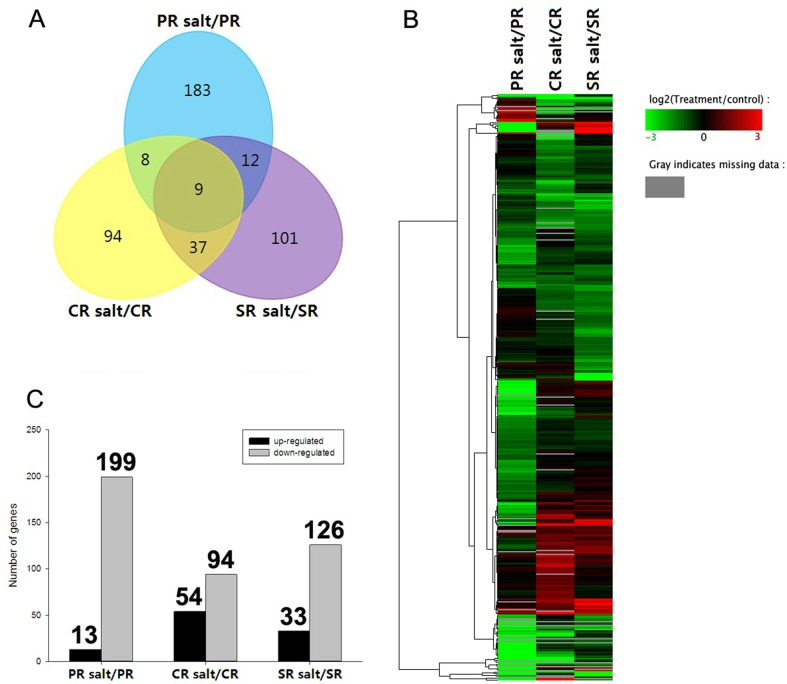
Transcription patterns of stress-regulated genes in the maize PR, CR and SR. (A) The total number of genes regulated by salinity stress in the three types of root. (B) Cluster analysis of salinity-regulated genes. Red indicates that the gene has a higher expression level in the salt-treated samples; green indicates that the gene has a lower expression in the salt-treated samples, and gray indicates that the gene has no expression in at least one sample. (C) The number of genes responding to salinity stress in each root type.

A random sub-set of 16 of the 444 DTGs was subjected to real-time quantitative PCR (qRT-PCR) to validate the RNA-Seq data. As shown in Fig. 2B, Fig. 3 and S1 Fig., the qRT-PCR output of about 70 percent of 16 genes confirmed the RNA-Seq based identification of DTGs. 

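In the RNA-Seq data each of the 16 genes was a DTG in at least 1 root type: 10 in PR, 7 in CR and 5 in SR. The gene with the most reads, GRMZM2G141473, rose from 1844 to 3948 reads in SR (log2 ratio 1.07, interval 0.99 to 1.15), and its rises in CR, from 2335 to 4016 reads, and in PR, from 3960 to 5436 reads, stayed under the ratio threshold. GRMZM2G412604 fell from 4101 to 1596 reads in CR. GRMZM2G144224, annotated as an abscisic acid receptor, fell from 151 to 28 reads in CR and from 217 to 113 reads in SR, where it passed the ratio threshold only with TMM effective library sizes. GRMZM2G078472 and GRMZM2G063756 rose in CR, from 76 to 252 and from 157 to 457 reads. GRMZM2G000812 fell in SR from 332 to 137 reads. GRMZM2G308463 and GRMZM2G032225 rose in PR, from 12 to 58 and from 46 to 139 reads, and fell in CR and SR; the falls were from 31 to 3 and from 150 to 43 reads in CR. In PR, GRMZM2G402631 rose from 86 to 311 reads, while GRMZM2G162359 fell from 617 to 101, GRMZM2G334181 from 551 to 122, GRMZM2G103342 from 719 to 238 and GRMZM2G047835 from 757 to 211 reads.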

For example, the expression of GRMZM2G339122 (EXP1) was down-regulated in PR, but has no change in CR and SR after salt treatment, and GRMZM2G010251 (NRT2:1) was found to be down-regulated in PR but up-regulated in CR and SR. However, some genes did not correspond with RNA-Seq data. 

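EXP1 (GRMZM2G339122) had 859 reads in PR and 203 in PR-salt, a log2 ratio of -2.14 (interval -2.37 to -1.92, FDR 3.04e-99 in the Audic-Claverie test). It had 180 and 146 reads in CR and CR-salt (log2 ratio -0.26, interval -0.58 to 0.07) and 245 and 242 reads in SR and SR-salt (log2 ratio -0.05, interval -0.31 to 0.22). NRT2:1 (GRMZM2G010251) fell from 77 reads in PR to 1 in PR-salt, which is at least 26.7-fold lower against 3 reads. It rose from 100 to 228 reads in CR, a log2 ratio of 1.23 (interval 0.89 to 1.59), and from 50 to 259 reads in SR, a log2 ratio of 2.34 (FDR 1.69e-31 in the Audic-Claverie test). An exact test of whether the ratio differed between the root types, on the reads of 4 libraries, was chosen after the reads had been examined. It gave an FDR of 5.88e-30 for PR against CR and of 1.65e-42 for PR against SR for NRT2:1.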

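GRMZM2G089506 had 495 reads in PR and 31 in PR-salt, a log2 ratio of -4.06 (interval -4.63 to -3.53, FDR 1.13e-109 in the Audic-Claverie test). In CR it had 24 reads without and 14 with salt, and in SR 36 and 24, and neither difference passed the thresholds. Its RPKM was 138 in PR, against 6.55 in CR, 10.3 in SR and 8.31 in PR-salt.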

For example, our qRT-PCR results showed that GRMZM2G089506 (Eukaryotic aspartyl protease family protein) was up-regulated in PR, but down-regulated in PR in RNA-Seq data.

**Fig 3:**
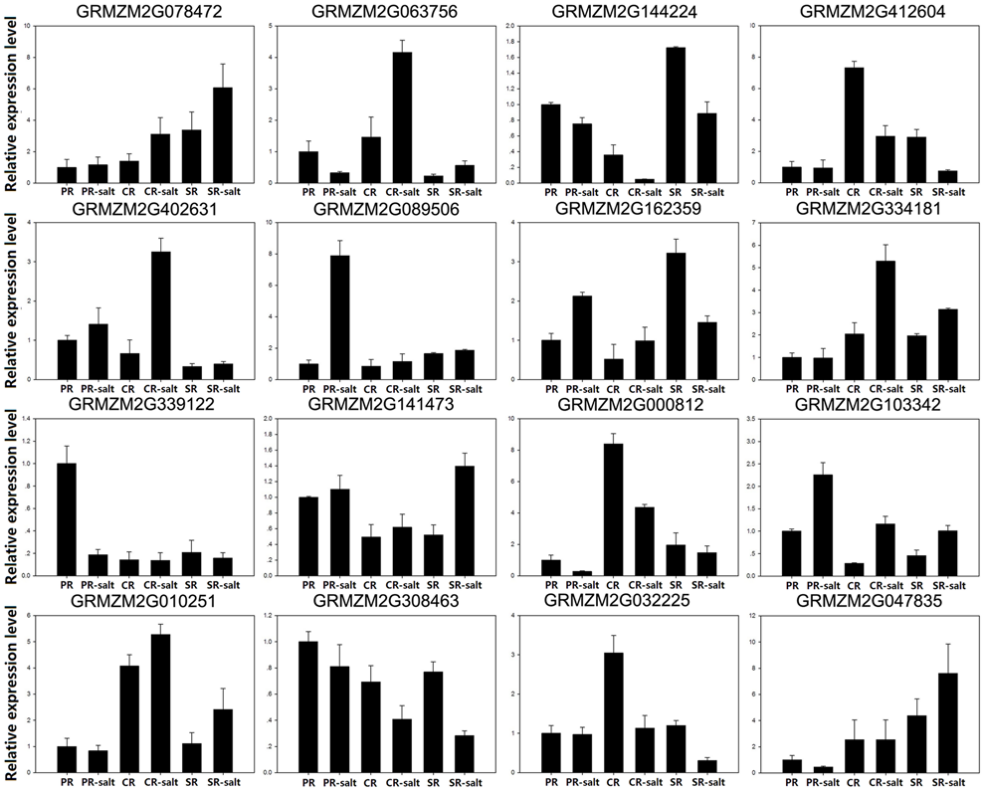
qRT-PCR validation of differential transcription identified by RNA-Seq. Each column represents an average of three replicates, and bars indicate SEs.

### Functional classification of DTGs under salinity stress

The likely function of the set of DTGs was explored using the GO classification system (Fig. 4). With respect to biological process, many of the genes fell into the categories cellular process, establishment of localization and metabolic processes; with respect to the cellular component, the main categories represented were response to stimulus, cell part and membrane; and with respect to molecular function, the key categories were binding, catalytic activity and organelle. DTGs were more abundant in the PR than in the CR or SR after salinity stress in all three categories. 

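Of the PR DTGs, 110 had a biological process term in the deposited annotation, 106 a cellular component term and 127 a molecular function term. The numbers were 78, 76 and 89 in CR and 74, 88 and 87 in SR. As a share of the DTGs, biological process terms were present for 51.9% in PR, 52.7% in CR and 46.5% in SR. Cellular component terms were present for 50.0% of the DTGs in PR, 51.4% in CR and 55.3% in SR.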

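In the deposited annotation, 7 PR DTGs carried a function term for antioxidant or peroxidase activity and all 7 were down-regulated. In CR there were 8, of which 7 were down-regulated, and in SR 13, all down-regulated. A transcription factor function term was carried by 2 PR DTGs, both down-regulated, by 2 CR DTGs, both up-regulated, and by 0 SR DTGs. The term misses most of the transcription factors that the paper shows in Fig. 6D. Among those, the DTGs were 10 down-regulated and 1 up-regulated in PR, 6 and 2 in CR, and 10 and 1 in SR. The annotation names a trehalose enzyme for 2 PR DTGs, both down-regulated, and proline dehydrogenase for 1, also down-regulated, and for none of the DTGs of CR or SR.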

The outcome indicated that salinity stress induced antioxidation and transcription factor activity, which, in turn, generated the synthesis of solutes such as proline, trehalose, mannitol and lycine, as maybe a common mechanism underlying salinity tolerance in maize roots, especially in PR [36–38].

**Fig 4:**
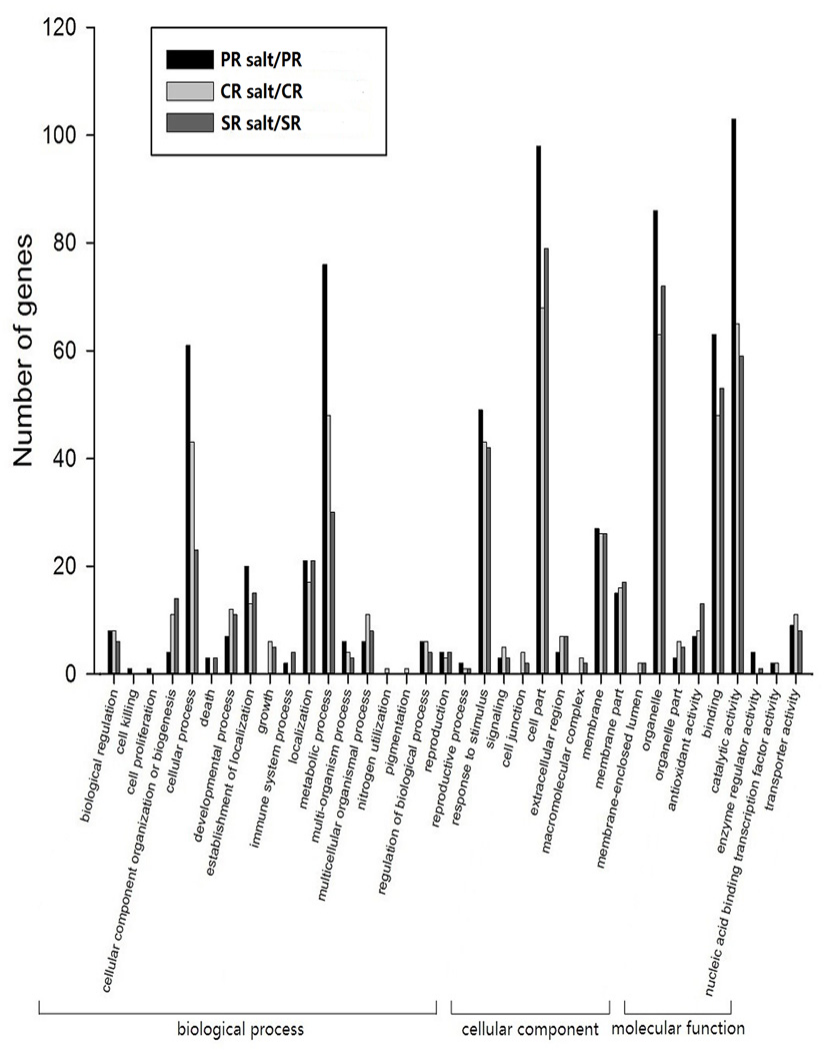
Functional classification (GO) of salinity-regulated genes in the maize PR, CR and SR.

When the DTGs were further subjected to KEGG analysis, the major pathways regulated by salinity stress were revealed to oxidoreductase, glycosyl hydrolysis, receptor-assotiated kinase and ABA signaling (Fig. 5 and S4 Dataset), a result consistent with what has been reported elsewhere [18, 39–43].

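The annotation groups were counted among DTGs and among the transcripts with at least 17 reads in the pair of libraries, the fewest with which a transcript could have passed (19121 in PR, 18760 in CR and 18931 in SR). An oxidoreductase function term was carried by 11 PR DTGs, all down-regulated, by 13 CR DTGs, 9 of them up-regulated, and by 8 SR DTGs, 6 of them down-regulated. That is 5.19%, 8.78% and 5.03% of the DTGs, beside 3.94%, 3.80% and 3.83% of the transcripts that could have passed. A KEGG entry named interleukin-1 receptor-associated kinase was carried by 14 of the PR DTGs (6.60%, beside 1.15%), all down-regulated. It was carried by 1 of the CR and 1 of the SR DTGs. The name is that of the entry, which CRK25 (GRMZM2G140721) of Fig. 6C carries, and the function of these genes was not examined. O-glycosyl hydrolase terms were carried by 4 PR, 2 CR and 2 SR DTGs. Terms for abscisic acid were carried by 3 PR, 5 CR and 2 SR DTGs. No test was made of these shares, since transcripts are not replicates.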

**Fig 5:**
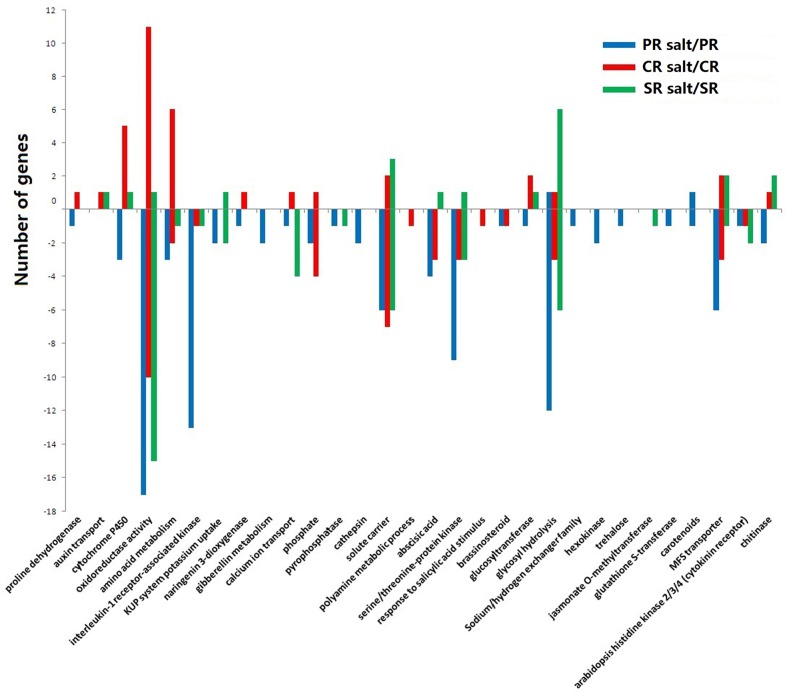
Pathway analysis (KEGG) of salinity-regulated genes in the maize PR, CR and SR.

### DTGs related to oxidoreductase activity

Salinity stress induces both osmotic and ionic stress. The former is perceived rapidly by the plant, and soon inhibits root growth, water uptake and cell expansion. A common cellular manifestation of this stress is the production of reactive oxygen species (ROS), which damage cell growth through their degradative effect on proteins, lipids and DNA [39, 44]. In order to mitiagate this damage, plants have evolved a range of antioxidative enzymes and non-enzymic compounds [44]. Overexpression of a Mn-SOD (Superoxide Dismutase) in transgenic *Arabidopsis* plants showed increased salt tolerance; over-expressing *OsAPXa* or *OsAPXb* (Ascorbate Peroxidase) exhibited increased salt tolerance in transgenic *Arabidopsis* plants due to higher APX, low H_2_O_2_ and MDA (Malondialdehyde) content. Thus the constitutive expression of a superoxide dismutase or certain peroxidases was able to enhance the level of salinity tolerance shown by *A*. *thaliana* [45]. 

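The peroxidase gene POX52 (GRMZM2G427815) had 1320 reads in PR and 138 in PR-salt, a log2 ratio of -3.32 (interval -3.58 to -3.06). In CR it had 27 and 34 reads and in SR 24 and 32 reads without and with salt, and the intervals of both ratios included 0. Its RPKM in PR was 536, against 53.8 in PR-salt, 10.7 in CR and 10.0 in SR. The peroxidase GRMZM2G138450 had 157 and 198 reads in PR and PR-salt, a log2 ratio of 0.28 (interval -0.03 to 0.59). It fell from 61 to 36 reads in CR (log2 ratio -0.72, interval -1.35 to -0.10) and from 295 to 34 reads in SR (log2 ratio -3.15, interval -3.70 to -2.63), where alone it was a DTG. The difference between ratios had an FDR of 4.24e-16 in its exact test for POX52 in PR against CR, and for GRMZM2G138450 an FDR of 1.45e-34 in PR against SR and of 0.116 in PR against CR.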

Here, the transcription of the genes GRMZM2G427815 (POX52) and GRMZM2G138450 (POX), identified as encoding members of a peroxidase superfamily, contrasted between the PR and the CR and SR in response to salinity stress (Fig. 6A). In all, 49 genes related to oxidoreductase activity were up- or down-regulated in response to salinity stress (Fig. 2 and Fig. 6A). 

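Each of the 49 transcripts of Fig. 6A was called in at least 1 root type. In PR 17 were DTGs, all down-regulated. In CR 21 were DTGs, 11 up-regulated and 10 down-regulated. In SR 17 were DTGs, 1 up-regulated and 16 down-regulated.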

A cluster analysis recognized three types (I, II and III) among these genes. Type I members, typified by GRMZM2G053720 (POX), GRMZM2G110192 (nine-cis-epoxycarotenoid dioxygenase 4, NCED4) and GRMZM2G117706 (POX), were down-regulated by salinity stress in all three root types. 

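The members of the types in Fig. 6A were read by eye. Of the 5 transcripts marked as type I in Fig. 6A, all were down-regulated DTGs in PR, 1 was a DTG in CR and 0 were DTGs in SR. The ratio was below 1 in all root types for 2 of them. GRMZM2G053720, which the deposited annotation names a proline dehydrogenase, fell from 38 to 4 reads in PR, from 30 to 7 in CR and from 9 to 2 in SR. Its log2 ratio was -3.31 (interval -5.25 to -1.83) in PR and -2.05 (interval -3.49 to -0.84) in CR. NCED4 (GRMZM2G110192) fell from 71 to 16 reads in PR, from 26 to 8 in CR and from 41 to 15 in SR, with log2 ratios of -2.21, -1.66 and -1.48 and intervals that excluded 0. GRMZM2G117706 fell from 491 to 14 reads in PR, a log2 ratio of -5.19 (interval -6.07 to -4.43), and had 0 reads in all libraries of CR and SR, so that no ratio exists there.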

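Of the 26 transcripts marked as type II in Fig. 6A, 24 had a lower RPKM under salt in PR, 21 a higher one in CR and 16 a higher one in SR, and 13 showed all of these. The DTGs among them were 12 down-regulated ones in PR, 11 up-regulated ones and 1 down-regulated one in CR, and 1 up-regulated and 1 down-regulated one in SR. GRMZM2G052422, annotated as an aminocyclopropanecarboxylate oxidase, had 40 reads in PR and 5 in PR-salt, a log2 ratio of -3.06 (interval -4.76 to -1.72). In CR it had 7 and 10 reads and in SR 5 and 6 reads, and an increase was not detectable at this depth in either. In the exact test, the difference between ratios had an FDR of 0.0165 for PR against CR and of 0.166 for PR against SR.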

The response of type II genes was a fall in transcript abundance in the PR, but an increase in the CR and SR; an example is GRMZM2G052422, a maize homolog of *A*. *thaliana AtACO4* (which encodes an ACC oxidase) (Fig. 6A). It has been previously shown that ethylene and its precursor 1-aminocyclopropane-1-carboxylic acid (ACC) inhibit root cell elongation in *A*. *thaliana* roots [46]. It is possible that salt stress stimulates a much stronger ethylene signaling effect on CR and SR than PR growth inhibition. 

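All 18 transcripts marked as type III in Fig. 6A had a lower RPKM under salt in both CR and SR, where 8 and 15 were down-regulated DTGs. In PR, 9 were higher and 9 lower under salt, and 0 were DTGs.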

Finally, the type III genes displayed down-regulation in the CR and SR, but slight up-regulation in the PR. GRMZM2G111616 is one example of type III genes which belongs to formate dehydrogenase family. These results suggested that genes involved in redox reaction play an important role in maize root system in response to salt stress, especially in PR.

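GRMZM2G111616, annotated as a formate dehydrogenase, fell from 236 to 106 reads in CR, a log2 ratio of -1.11 (interval -1.45 to -0.77). In SR it had 89 and 85 reads (log2 ratio -0.09, interval -0.54 to 0.35). In PR it had 1 read without and 9 with salt, at least 2.88-fold higher against 3 reads, and the exact Audic-Claverie test gave an FDR of 0.267.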

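The ratio in PR ran opposite to that in both CR and SR for 22 of the 49 oxidoreductase transcripts, and it was below 1 in all root types for 14. Differences of PR from both CR and SR passed the exact test in 9 of them.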

**Fig 6:**
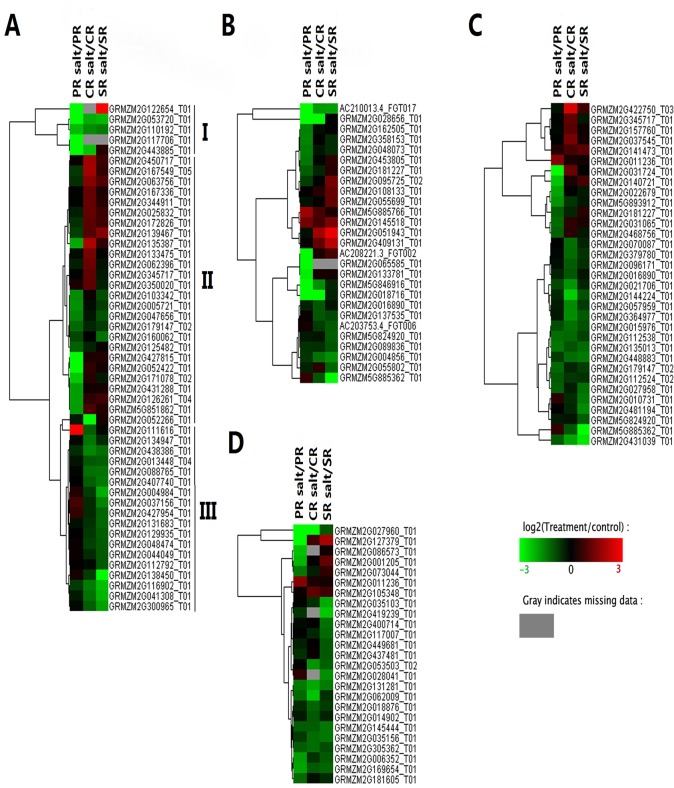
Categories of salinity-regulated genes in the maize PR, CR and SR. Genes encoding (A) oxidoreductases, (B) glycosyl hydrolases, (C) phytohormone synthesis and (D) transcription factors. Red indicates that the gene has a higher expression level in the salt-treated samples; green indicates that the gene has a lower expression in the salt-treated samples, and gray indicates that the gene has no expression in at least one sample.

### DTGs related to glycosyl hydrolysis

Glycosyl hydrolases have been classified into more than 45 families [47, 48], several of which have been implicated in the abiotic stress response. An example is *AtBG1*, an *A*. *thaliana* β-glucosidase, which is important in the drought stress response [49] and is negatively regulated by salinity in sweet almond [50]. *CaChi2*, a chitinase gene from pepper, is induced by ABA, NaCl and drought [51]. 

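Of the 27 transcripts shown as glycosyl hydrolases in Fig. 6B, the PR ratio ran opposite to both the CR and the SR ratio in 7, and the exact test of the difference passed for both comparisons in 3. A further 10 were lower under salt in all root types and 4 were higher in all. In PR 13 were DTGs, 12 of them down-regulated. In CR 4 were DTGs, 3 of them down-regulated, and in SR 12, of which 6 were up-regulated.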

Here, 27 genes involved in glycosyl hydrolysis were identified as being regulated by salinity (Fig. 6B), with the majority contrasting between the PR and the CR/SR with respect to their transcript accumulation. Both GRMZM2G051943_T01 and GRMZM2G133781_T01 (both encoding chitinases) were up-regulated by salinity in the CR and SR, but not in the PR. 

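The chitinase GRMZM2G051943 rose from 5 to 35 reads in SR, a log2 ratio of 2.78 (interval 1.42 to 4.49), and was a DTG there. In CR it rose from 7 to 25 reads (log2 ratio 1.88, interval 0.63 to 3.33), with an FDR of 0.0407 in the Audic-Claverie test. In PR it had 48 and 44 reads. The chitinase GRMZM2G133781 fell from 313 to 46 reads in PR, a log2 ratio of -2.82 (interval -3.30 to -2.37). It had 17 and 20 reads in CR and 58 and 71 in SR, and the intervals of these ratios, -0.73 to 1.30 and -0.26 to 0.79, included 0.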

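The glycosyl hydrolase GRMZM2G065585 had 771 reads in PR and 80 in PR-salt, a log2 ratio of -3.33 (interval -3.68 to -2.99). It had 0 reads in each of the CR and SR libraries, with or without salt, so a change was not detectable there.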

The gene GRMZM2G065585_T01 (glycosyl hydrolysis family 17) was down-regulated in the PR, but in neither the CR nor the SR, while At4g16260, an *A*. *thaliana* homolog of GRMZM2G065585_T01 (Glycosyl hydrolase superfamily protein), is up-regulated by salinity stress [52]. 

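BBTI13 (GRMZM2G055802) had 66 and 52 reads in PR and PR-salt and 32 and 44 in CR and CR-salt, and neither pair passed. It was a DTG in SR, where it fell from 90 to 40 reads (log2 ratio -1.20, interval -1.77 to -0.65). BBTI2 (AC208221.3_FGT002) fell from 52 to 5 reads in PR (log2 ratio -3.44, interval -5.12 to -2.12) and had 18 and 22 reads in CR and 5 and 9 in SR. The exact test of the difference between PR and CR gave an FDR of 6.48e-05 for BBTI2 and of 0.467 for BBTI13.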

GRMZM2G055802_T01 (BBTI13) and AC208221.3_FGT002 (BBTI2), homologs of, respectively, the rice genes *OsBBTI13* and *OsBBTI2*, were differentially transcribed between the PR and the CR in salinity stressed plants (Fig. 6B). *OsBBTI13* is a component of the abotic stress response of rice [53]. 

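Among transcripts with a chitinase annotation, 4 were DTGs in PR, all down-regulated, 1 was a DTG in CR and 2 in SR, all up-regulated. The table lists 31 such transcripts, of which 18, 17 and 19 had enough reads to pass in PR, CR and SR.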

Our results indicated that genes involved in glycosyl hydrolasis played an important role in different maize roots in response to salt stress.

### DTGs related to phytohormone synthesis

Plant growth and development relies on the interplay of a suite of phytohormones. The synthesis of abscisic acid (ABA) is an early response to many abiotic stresses [18, 41]. ABA metabolism is under the control of the cytochrome P450 type enzyme CYP707A; in the absence of this enzyme, the level of tolerance to drought stress is enhanced [54], which suggested that *CYP*707A plays a negative role in abiotic stress through determining the endogenous level of ABA. 

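Among the DTGs with a cytochrome P450 entry in the KEGG annotation, PR had 3, all down-regulated, CR had 5, all up-regulated, and SR had 1, up-regulated. They made up 1.42% of the PR, 3.38% of the CR and 0.629% of the SR DTGs. In the transcripts with enough reads to pass, the share was 0.445% for PR, 0.394% for CR and 0.396% for SR.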

Here, the KEGG analysis showed that, in the transcriptome of salinity-stressed plants, genes encoding cytochrome P450 type enzymes were under-represented among the PR DTGs, but over-represented among the CR and SR ones (Fig. 5 and S3 Dataset). ABA signaling in the endodermis is known to represent an important mechanism underlying the differential response of the *A*. *thaliana* PR and LR to salinity [18]. The transcription profiles of genes which are related to synthesis of phytohormones and signaling, such as GRMZM2G096171 (type-A response regulator, involved in cytokinin signaling), GRMZM2G031724 (GA2OX1, involved in gibberellin signaling) and GRMZM2G031065 (gibberellin receptor GID1L2, involved in gibberellin signaling), contrasted between the PR and the CR/SR (Fig. 6C), while those of other genes, such as GRMZM2G140721 (CRK25, involved in brassinosteroid signaling) responded differentially to salinity stress in each of the three root types (Fig. 6C).

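The type-A response regulator GRMZM2G096171 fell in CR from 327 to 149 reads, a log2 ratio of -1.09 (interval -1.38 to -0.80), and in SR from 273 to 189 reads (log2 ratio -0.56, interval -0.83 to -0.29). In PR it had 186 and 173 reads (log2 ratio -0.16, interval -0.47 to 0.14). Between PR and CR its ratios differed with an FDR of 0.000885 in the exact test, by -0.92 on the log2 scale, which is under the threshold of 1. GA2OX1 (GRMZM2G031724) fell from 55 to 7 reads in PR, a log2 ratio of -3.03 (interval -4.41 to -1.89), and had 3 and 7 reads in CR and 4 and 4 in SR. GID1L2 (GRMZM2G031065) fell from 85 to 37 reads in PR (log2 ratio -1.26, interval -1.86 to -0.69) and had 39 and 55 reads in CR and 53 and 68 in SR. CRK25 (GRMZM2G140721) fell from 43 to 9 reads in PR (log2 ratio -2.31, interval -3.54 to -1.26) and had 10 and 12 reads in CR and 5 and 9 in SR. Of the 33 transcripts of Fig. 6C, 18 were lower under salt in all root types, and the PR ratio ran opposite to both others in 9. For 0 of the 33 did the exact test of the difference pass for PR against both CR and SR.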

### Differentially transcribed TFs

It has been established that transcription factors (TFs) including NAC, WRKY, MYB, AP2, bHLH, and C2H2 like zinc finger, HSF, and bZIP play central roles in plant abiotic stress responses by regulating downstream genes via specific binding to *cis*-acting elements in the promoters of target genes. Overexpression of *Arabidopsis* SNAC-A genes such as *RD26* and *ATAF1*, and rice SNAC-A genes such as *OsNAC6* and *OsNAC5* can improve drought and salinity tolerance [55, 56]; *OsWRKY30*, which is induced by PEG, NaCl and ABA treatment, confers the osmotic stress tolerance in transgenic *Arabidopsis* [57]; Constitutively overexpressing any one of *DREB*1A*/B/C* genes which belongs to AP2/ERF family display significantly improved tolerance to freezing, drought and high salinity in transgenic *Arabidopsis* [58, 59]. Our transcriptome analysis revealed that 25 TFs were induced or repressed in response to salt stress, and these genes were identified from 13 different families including C2H2 like zinc finger, NAC, AP2/ERF, LBD, C3H zinc finger, HSF, MYB, WRKY, bHLH, TALE, DBB, as well as Trihelix and RAV (Fig. 6D) and our results showed that most of detected TFs were down-regulated after salt stress in all three different maize roots. 

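All 25 transcripts of Fig. 6D were called in at least 1 root type. Under salt, 22 were lower in PR, 15 in CR and 19 in SR, and 14 were lower in all. The DTGs were 10 down-regulated and 1 up-regulated in PR, 6 and 2 in CR, and 10 and 1 in SR.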

Previous studies showed that overexpression of *TaNAC2*, *OsNAC6* and *OsNAC5* enhanced tolerances to drought, salt, and freezing stresses [6, 55, 56]. GRMZM2G127379 (NAC family) was up-regulated by salinity in the CR and SR, but down-regulated in the PR, as well as GRMZM2G001205 (C2H2 like zinc finger). These trends may be due to the longer treatment period (24 h). However, GRMZM2G011236 (ERF family) showed an opposite expression pattern between PR and CR, SR (Fig. 6D). 

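The NAC gene GRMZM2G127379 had 74 reads in PR and 1 in PR-salt, at least 25.7-fold lower against 3 reads. It had 6 and 10 reads in CR and 2 and 8 in SR, and the FDR of the Audic-Claverie test was 0.798 and 0.575. The exact test of the difference between ratios gave an FDR of 1.99e-06 for PR against CR and of 1.94e-06 for PR against SR. GRMZM2G001205 fell from 64 to 15 reads in PR (log2 ratio -2.15, interval -3.07 to -1.32) and rose from 43 to 97 in SR (log2 ratio 1.15, FDR 0.000624 in the Audic-Claverie test). It had 28 reads in CR and 28 in CR-salt. With TMM effective library sizes it was no longer a DTG in SR.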

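GRMZM2G011236 rose from 18 to 57 reads in PR, a log2 ratio of 1.60 (interval 0.82 to 2.46) and an FDR of 0.000936 in the Audic-Claverie test. It no longer passed with Fisher's exact test, with the observed count in the upper tail, or with clean reads, TMM or DESeq2 as the library totals. In CR it had 10 and 12 reads and in SR 19 and 23, log2 ratios of 0.31 and 0.25 whose intervals included 0. The exact test of the difference gave an FDR of 0.717 for PR against CR and of 0.414 for PR against SR.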

Taken together, these results reveal that the differential expression trends of these TFs, especially GRMZM2G127379 (NAC family), in PR, SR, and CR may contribute to the regulatory mechanism of salinity sensitivity in different roots.

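Among the 25 transcription factor transcripts the PR ratio ran opposite to both the CR and the SR ratio in 3, and the exact test of the difference passed for both comparisons in 2.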

### PR accumulate more soluble sugar after salt stress

It has been determined previously that the accumulation of soluble sugar in plants is correlated with increased tolerance to salt stress [4]. To test if the higher tolerance of PRs to salt stress is attributed to the higher level of soluble sugars, we measured the soluble sugar contents in PR, SR and CR. As shown in S2 Fig., PR accumulated a higher level of soluble sugar under NaCl treatment even under normal conditions, which is consistent with the higher tolerance of PR to salt stress.

## Conclusion

The overall finding from these experiments was that the three maize root types showed a distinct response to salinity stress, and that the PR was more tolerant of the stress than was either the CR or the SR. The RNA-Seq analysis identified over 400 genes as being differentially transcribed in response to salinity stress, and the functional analysis of these DTGs suggested that the most important genes involved in the stress response were, apart from various upstream TFs, those dealing with ROS, with glycosyl hydrolysis, with hormone signal perception and transduction, and with the synthesis of compatible solutes such as soluble sugars. 

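Across the 17957 transcripts with at least 60 reads in the 6 libraries, log2(RPKM + 1) of a salt-treated library correlated with that of its untreated library with an r of 0.963 in PR, 0.965 in CR and 0.964 in SR. Between untreated root types r was 0.963 for CR and SR, 0.927 for PR and SR and 0.912 for PR and CR. These correlations are across transcripts of single libraries.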

The study revealed that the PR, SR, and CR each had its own distinct transcriptional profile, which might underlie the differential growth of each root type in the face of environmental challenge.

## Supporting Information

S1 Dataset PCR primers used in this study. (XLSX) Click here for additional data file.

S2 Dataset Differentially Transcribed Genes (DTGs) (log2 Ratio ≥ 1, FDR ≤ 0.001). (XLSX) Click here for additional data file.

S3 Dataset Genes regulated specifically in each root type after NaCl treatment (log_2_ Ratio ≥ 1, FDR ≤ 0.001). 

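The lists of the S3 Dataset are the transcripts that passed the thresholds in 1 root type and not in the others. From the deposited reads every transcript of the 3 lists was obtained, and no other. A transcript on one list can have a ratio just short of a threshold in another root type.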

(XLSX) Click here for additional data file.

S4 Dataset KEGG pathway enrichment analysis of DTGs. A: KEGG pathway enrichment analysis of DTGs in PR salt/PR. B: KEGG pathway enrichment analysis of DTGs in CR salt/CR. C: KEGG pathway enrichment analysis of DTGs in SR salt/SR.
(XLSX) Click here for additional data file.

S1 Fig Validation of the differential transcription of 16 of the genes identified by RNA Seq, based on qRT-PCR, which was made by SigmaPlot 11.0 program. **: The transcript abundance in the nontreated samples and the salt treatment samples differs significantly at *p*< 0.01.
(TIF) Click here for additional data file.

S2 Fig Soluble sugar contents in PR, SR and CR under salt stress. Soluble sugar content in each root type treated with 100 mM NaCl for 24 h. Each column represents an average of three replicates and bars indicate SDs. ** and * indicate significant differences in comparison with PR at *P* < 0.01 and *P* < 0.05, respectively.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

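Transcript abundance was measured in the root tips of PR, CR and SR with and without exposure to 100 mM NaCl for 24 h, in 6 libraries with 1 library per condition. The authors deposited 1 table with 48312 transcripts, which gives the count of uniquely aligned reads in each library, the RPKM, the percent of the transcript covered by reads, the transcript length and KEGG and GO annotations. The count is not normalized. The deposited RPKM was recomputed from the counts, the transcript lengths and the library totals, and the largest difference over all transcripts was 1.74e-06. The percent of coverage that the authors deposited was not used. The authors filtered reads for quality, aligned them to the B73 RefGen genome with SOAP and related them to genes with BLAST. No column of sample values was left without a sample (0 columns).

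The depth was 2492506 to 2663461 counted reads per library, with a median of 2549512. At this depth 17578 to 17879 transcripts per library rest on fewer than 10 reads, and a value of 3 reads was taken as the floor. Folds against a library at or under the floor are lower bounds computed against 3 reads. Reads were not marked by molecular identifiers, so intervals and floors cover counting error only.

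DTGs were called with the paper's test and thresholds, with the reads counted on transcripts as library totals and Benjamini-Hochberg adjustment over transcripts with at least 1 read in either library. The paper gives the probability of single counts, with the clean tags of each library as totals. The use of the reads counted on transcripts instead was inferred from the values of the S2 Dataset. The form of the tail, 2 times the smaller of the lower tail with and the upper tail without the observed count, and the value of 0.01 for an RPKM of 0 were inferred from the values of the S2 Dataset. Because each condition has 1 library, these tests compare libraries and no p-value refers to conditions. Differences of ratios between root types were tested with an exact conditional test (Fisher's noncentral hypergeometric distribution) on the reads of 4 libraries, for transcripts with at least 20 reads in them, with FDR at most 0.001 and a difference of at least 1 on the log2 scale after adding 1 read. The average salt effect over the root types was tested with the quasi-likelihood test of edgeR 4.0.16 with root type as a covariate, for transcripts with at least 10 reads in at least 3 libraries, at an FDR of 0.05. DESeq2 1.42.0 was used as an alternative. Other computations used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

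The alternatives for the calls were Fisher's exact test, the upper tail with the observed count, the clean reads of the paper's Table 1 as library totals, TMM and DESeq2 scaling, an FDR of 0.05, a log2 ratio of 1.5, a minimum of 20 reads, 1 read added before the ratio, reads summed to genes, and edgeR exact tests with a BCV of 0.1, of 0.2 or with an estimated dispersion. These alternatives were set before the data were examined. The test of differences between root types, the groups of annotation terms, the counts of patterns in Fig. 6 and the limit of 1.1-fold for level bars in Fig. 3 were chosen afterwards. The genes named are those that the paper's text names by identifier, the 16 genes of Fig. 3, and in each root type the 3 DTGs with the largest rise and the 3 with the largest fall among those with reads in both libraries. They number 51. Descriptions are those of the deposited annotation. A table of gene names for the assembly Zm-B73-REFERENCE-NAM-5.0 matched 30 of the 51 by identifier, but no name was taken from it. No coordinates are given, since that assembly is not the one the authors used.

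The procedures were tested on simulated data. Counts for the 48312 transcripts were drawn from their mean share of the reads and the library totals, with 200 transcripts of at least 50 expected reads changed 4-fold. With counting error only, 197 of the 200 were recovered and 0 others were called. The edgeR model recovered 200 of 200 among 18535 transcripts, with 9 other calls, at a simulated BCV of 0.15. The growth, qRT-PCR and soluble sugar measurements of the paper were not analysed here, apart from the directions of Fig. 3, which were read by eye. The members of the types in Fig. 6A were also read by eye, without a second reader.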

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

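The test of differences between root types was chosen after the reads had been examined, while the simulated comparison of ratios and the scaling test were set before their results were seen.

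The exact test of whether the ratio of salt-treated to untreated reads differs between root types, with FDR at most 0.001 and a difference of at least 1 on the log2 scale, gave 147 transcripts for PR against CR, 158 for PR against SR and 41 for CR against SR. This is a difference between groups. The technical explanation is variation between libraries beyond counting error. For 2 simulated pairs without any change the test gave 0 transcripts with counting error only, 22 with a BCV of 0.1 and 689 with a BCV of 0.2. The BCV estimated across the 6 libraries, which includes any differences in the salt effect between root types, was 0.102. The simulated 22 is fewer than each of the 3 observed numbers and the simulated 689 is more than each, so a BCV of 0.2 for all transcripts would give more calls than were found. A BCV between 0.1 and 0.2 and a BCV that differs between transcripts were not simulated, and the estimate rests on no replicates, so the numbers of transcripts cannot be told apart from variation of those kinds. A biological difference between root types remains a hypothesis.

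Among the genes that the paper's text names, the test passed for PR against both CR and SR in 6. GRMZM2G117706 and GRMZM2G065585 had 0 reads in CR and SR and could not pass, and with few reads in a root type the test has little chance to pass, so genes not listed here are not shown to lack a difference. The log2 ratio was higher in CR and in SR than in PR by 1.88 and 2.09 for EXP1 (GRMZM2G339122), by 6.57 and 7.67 for NRT2:1 (GRMZM2G010251), and by 3.32 and 3.42 for GRMZM2G089506. It was higher by 3.67 and 3.68 for POX52 (GRMZM2G427815), by 3.07 and 3.06 for the chitinase GRMZM2G133781, and by 5.98 and 6.84 for the NAC gene GRMZM2G127379. All differences given here for single genes were computed after adding 1 read to each library, and those of GRMZM2G010251 and GRMZM2G127379 rest on 1 read in PR-salt. In these 6 genes the ratio in PR was below 1. For other genes of the text the test passed, but not for PR against both CR and SR. For GRMZM2G138450 the difference was -3.38 for SR against PR and -2.41 for SR against CR. It was 3.52 for CR against PR for BBTI2 (AC208221.3_FGT002), and 3.21 for SR against PR for GRMZM2G001205.

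Among the other genes of Fig. 3, the differences of CR and of SR from PR were 2.14 and 1.51 for GRMZM2G063756, 1.91 and 2.43 for GRMZM2G162359, 2.29 and 2.84 for GRMZM2G334181, and 2.01 and 1.85 for GRMZM2G047835. They had the opposite sign for GRMZM2G308463, with -5.08 and -4.56, and for GRMZM2G032225, with -3.25 and -3.71. The qRT-PCR bars of Fig. 3 for PR, read by eye, ran opposite to the reads for GRMZM2G162359, GRMZM2G308463 and GRMZM2G089506. They were level for GRMZM2G334181 and GRMZM2G032225. The bars and the reads had the same direction in PR for GRMZM2G063756, GRMZM2G047835, EXP1 and NRT2:1. In 1 comparison each, CR differed from PR by -1.88 for GRMZM2G144224 and by -1.61 for GRMZM2G412604, and SR from CR by -1.18 for GRMZM2G078472. Among the remaining genes with the largest changes, CR and SR differed from PR by 3.74 and 4.80 for GRMZM2G457287, and CR from PR by -4.91 for GRMZM2G153488. SR differed from PR by 3.03 and from CR by 3.23 for GRMZM2G018716. SR also differed from PR by -2.87 for AC197705.4_FGT001, by 3.86 for GRMZM2G055545 and by 2.64 for GRMZM2G105935. The salt-treated CR library had 3 reads or fewer for GRMZM2G308463, GRMZM2G153488 and GRMZM2G018716. Genes of the last group were chosen for a large change in 1 root type. Variation between libraries was not simulated for single genes, and no biological explanation was tested for them.

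The paper's DTGs are from comparisons of salt-treated with untreated roots, and numbers of transcripts that differ between untreated root types are not given in its text. By the same procedure as for the DTGs, 842 transcripts differed between untreated PR and untreated CR, 635 between untreated PR and untreated SR and 211 between untreated CR and untreated SR. Each number is above that of the salt comparison of any root type, except that the number for CR and SR is 1 below the 212 of PR. A difference in library scaling was tested with TMM effective library sizes, which gave 838, 633 and 204 transcripts, a largest change of 1.03 times. The TMM factors lay between 0.982 and 1.02, so TMM found little difference in scaling to adjust, and a difference that TMM does not detect was not tested. Root type and plant age changed together in the design (3, 7 and 15 days after germination), and so the 2 cannot be told apart. The salt-treated libraries, compared in the same way, gave 628 transcripts for PR and CR, 507 for PR and SR and 176 for CR and SR. A simulated pair without change gave 1 call at a BCV of 0.1 and 265 at a BCV of 0.2, fewer than the numbers for PR against CR and against SR. The 211 for CR and SR lies between the 2 simulated numbers, and values of the BCV between 0.1 and 0.2 were not simulated.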

How the results depend on the processing

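No replicates exist to leave out. No paired analysis was possible within a root type because each condition has 1 library there, while the common salt response takes the 3 root types as blocks.

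With Fisher's exact test, the other tail, the paper's clean reads as totals, TMM or DESeq2 scaling, a minimum of 20 reads, 1 read added or reads summed to genes, the numbers of DTGs, of specific DTGs and of their union stayed within 1.5 times, and the down-regulated shares and correlations stayed within the 95% intervals of the main results. PR had the most DTGs under all 13 alternatives for the calls, and r was highest between CR and SR in all 13.

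With an FDR of at most 0.05, the DTGs numbered 373 in PR, 312 in CR and 334 in SR, the specific ones 319, 223 and 238, and the union 893. The down-regulated share was 86.1% in PR and 71.6% in SR, and r between PR and SR was 0.0055. With a log2 ratio of at least 1.5, 70 DTGs in CR and 73 in SR were left, 50 and 54 of them specific, and the union was 257.

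With an assumed BCV of 0.1, 137 DTGs in PR, 65 in CR and 59 in SR were left, the specific ones were 42 in CR and 36 in SR, and the union was 228. With a BCV of 0.2, 39, 4 and 3 DTGs were left, all of them specific to their root type, and the union was 46. The down-regulated share was then 97.4% in PR and 100% in CR and SR, and r was -0.33 between PR and CR, -0.59 between PR and SR and -0.30 between CR and SR. With the dispersion estimated from the 6 libraries, 55, 16 and 18 DTGs were left, 54, 9 and 11 of them specific, and the union was 81. The values of r were then 0.35, 0.10 and 0.72. That dispersion was estimated with root types as blocks, so it includes any differences in the salt effect between root types. Across all transcripts with at least 50 reads in each pair, r was 0.19 between PR and SR and 0.38 between CR and SR.

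The common salt response gave 113 transcripts. Without the filter on low counts it gave 795, with DESeq2 36, without the PR pair 748, without the CR pair 59 and without the SR pair 47. The cause of these changes was not tested.

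The genes of the text and of Fig. 3 in each root type, and the genes with the largest changes in the root type where they were selected, made 117 pairs of a gene and a root type with more than 3 reads in a library. With clean reads, TMM or DESeq2 as totals, with 1 read added and with reads summed to genes, 0 of them changed direction. The other alternatives leave the ratio as it is and affect only the call. With a BCV of 0.2, 44 of them lost their call, with the estimated dispersion 41, with a BCV of 0.1 15 and with a log2 ratio of at least 1.5, 9. With an FDR of at most 0.05, 3 gained a call. The remaining alternatives changed at most 3 calls each.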

Differences from the paper's values

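The numbers of DTGs and the down-regulated shares in the paper's text, and the log2 ratios that the S2 Dataset lists for the genes named here, did not differ from the values obtained here with the paper's test and thresholds. The lists of DTGs in the S2 Dataset had the same transcripts, while its FDR and its ratios for other transcripts are not part of this comparison.

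Several statements on single genes differ from the reads. The paper describes GRMZM2G117706 as down-regulated in all root types, and the table lists 0 reads for it in the 4 libraries of CR and SR. It labels GRMZM2G053720 as POX, a label it also gives to a peroxidase, and the deposited annotation names this gene a proline dehydrogenase. The paper does not spell the label out for this gene, so a difference is not established. It describes an opposite pattern of GRMZM2G011236 between PR and the other root types, and its reads rose in each of them, from 18 to 57 in PR, from 10 to 12 in CR and from 19 to 23 in SR. It describes the chitinase GRMZM2G133781 as up-regulated in CR and SR, where the reads were 17 and 20 and 58 and 71, with intervals of the log2 ratio that include 0. It describes the C2H2 gene GRMZM2G001205 as up-regulated in CR, where it had 28 reads with and 28 without salt. It gives GRMZM2G111616 as an example of genes down-regulated in CR and SR, and in SR it had 89 and 85 reads. It describes BBTI13 as differing between PR and CR, taken here as a difference of the salt effect, and the exact test of that difference gave an FDR of 0.467 with log2 ratios of -0.40 and 0.50. It describes GRMZM2G127379 as up-regulated in CR and SR, where it had 6 and 10 and 2 and 8 reads and was not a DTG.

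The members of the types were read by eye from Fig. 6A. The paper describes type I genes as down-regulated in all root types, and 2 of the 5 had a lower RPKM under salt in each. It describes type II genes as falling in PR and rising in CR and SR, which held for 13 of the 26, and type III genes as rising slightly in PR, which held for 9 of the 18. It states that most of the glycosyl hydrolase genes contrast between PR and the other root types, and the PR ratio ran opposite to both in 7 of the 27. The paper's examples of a contrast include a change in some root types beside none in others. The count of opposite ratios leaves such cases out, so the statement was not tested in that wider sense. From its KEGG analysis, the paper describes cytochrome P450 genes as under-represented in PR and over-represented in CR and SR. That analysis was not recomputed, and the count of KEGG entries named cytochrome P450 is another measure. The share of such entries was 1.42% of the PR DTGs beside 0.445% of the transcripts with enough reads to pass. In SR the share rested on 1 transcript. In Fig. 6D, GRMZM2G086573, GRMZM2G419239 and GRMZM2G028041 are drawn in grey for CR, the colour for no expression in at least 1 sample, and the table lists 109 and 134, 13 and 18, and 66 and 145 reads for them, the last a DTG in CR.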

Other observations

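The tests of exchanged PR labels and the comparison with Fig. 3 were chosen after the results were seen. The other tests were set before their results were seen.

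The down-regulated PR transcripts were compared between untreated libraries. In 119 of the 199, the RPKM in untreated PR was at least 2 times that in both untreated CR and untreated SR (59.8%, Wilson interval 52.9% to 66.4%). The same count was 13 of 94 for the down-regulated CR transcripts (13.8%) and 14 of 126 for those of SR (11.1%), which were chosen in the same way. The median log2 excess of untreated PR over the mean of the other untreated root types was 1.74, above all 10000 random lists of the same size matched on mean expression, whose highest median was 0.15. The excess for CR and SR, 0.21 and 0.67, was also above all 10000 lists. The lists were not chosen for a fall under salt, so they do not separate an effect of that choice from an excess in the untreated root. A strong effect of library composition on the RPKM does not account for the fall. The median log2 ratio of the 12703 transcripts with at least 50 reads was 0.0427. The RPKM is already divided by the reads of the library, so a shift common to all transcripts could not show. Length bias does not account for the fall either, with a rho of 0.0686 between the ratio and transcript length. Libraries exchanged between root types do not, since PR-salt correlated most with untreated PR (r 0.963). Exchanged labels within the PR pair are argued against but not excluded. Of the 46 transcripts called in both CR and SR, 31 moved the same way in PR and 15 the other way. Between PR and SR, r was 0.19 across transcripts with at least 50 reads in each pair, but -0.14 across DTGs. With the labels as given, what remains is that the untreated PR library stands apart from the other 5 for these transcripts. It may reflect genes active in untreated PR tips that salt lowers, or a feature of that 1 library or its pool of plants, and the 119 transcripts do not tell these apart.

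Variation between libraries was simulated for the number of DTGs. A pair of libraries without any change gave 0 calls with counting error only, 1 with a BCV of 0.1, 265 with a BCV of 0.2 and 1269 with a BCV of 0.3. The observed numbers were 212, 148 and 159, each below the 265, so a BCV of 0.2 for all transcripts would give more calls than were found. The BCV estimated across the 6 libraries with root type as a covariate was 0.102. That estimate has no replicates behind it and includes any differences in the salt effect between root types. A BCV between 0.1 and 0.2 or one that differs between transcripts was not simulated. The numbers alone thus cannot be told apart from variation of those kinds. With an assumed BCV of 0.2 in edgeR, 39 transcripts in PR, 4 in CR and 3 in SR still passed. The CR and SR pairs share no library, but 127 of 148 CR DTGs moved the same way in SR and 141 of 159 SR DTGs in CR. All 46 called in both moved in one direction. These directions argue against variation independent between libraries as the source of the CR and SR DTGs as a set. Of the PR DTGs with more than 6 reads there, 126 of 186 moved the same way in CR and 123 of 183 in SR.

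A salt effect shared by the root types was tested with edgeR's quasi-likelihood test with root type as a covariate. Of 18444 transcripts, 113 had an FDR under 0.05, 23 higher and 90 lower under salt. Exchanging salt and control in PR, CR or SR gave 0 transcripts each, with 803, 420 and 348 at an unadjusted p under 0.05 against 2300 for the real split. Thus 1 of the 4 splits, the real one, gave as many, and with 4 splits the share cannot fall under 0.25, so the grouping cannot be told apart from chance by this count.

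The directions of Fig. 3 were read by eye, and bars within 1.1-fold were taken as level. Of the 22 pairs of a gene and a root type that were DTGs, 16 had the same direction in the reads and the bars. In CR 7 of 7 and in SR 5 of 5 matched. In PR 4 of 10 matched, 4 were opposite and 2 were level. Exchanging the PR labels would match 4 as well, so it does not account for the mismatch. Whether the match differs between root types was not tested, since genes are not replicates.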
